# Generation of induced pluripotent stem cells from Bornean orangutans

**DOI:** 10.3389/fcell.2023.1331584

**Published:** 2024-01-05

**Authors:** Chia-Jung Li, Chia-Chun Chang, Li-Kuang Tsai, Min Peng, Wei-Ni Lyu, Jane-Fang Yu, Mong-Hsun Tsai, Li-Ying Sung

**Keywords:** Bornean orangutan, endangered species, induced pluripotent stem cell, reprogramming, pluripotency, differentiation

## Abstract

**Introduction:** Orangutans, classified under the Pongo genus, are an endangered non-human primate (NHP) species. Derivation of induced pluripotent stem cells (iPSCs) represents a promising avenue for conserving the genetic resources of these animals. Earlier studies focused on deriving orangutan iPSCs (o-iPSCs) from Sumatran orangutans (Pongo abelii). To date, no reports specifically target the other Critically Endangered species in the Pongo genus, the Bornean orangutans (*Pongo pygmaeus*).

**Methods:** Using Sendai virus-mediated Yamanaka factor-based reprogramming of peripheral blood mononuclear cells to generate iPSCs (bo-iPSCs) from a female captive Bornean orangutan. In this study, we evaluate the colony morphology, pluripotent markers, X chromosome activation status, and transcriptomic profile of the bo-iPSCs to demonstrate the pluripotency of iPSCs from Bornean orangutans.

**Results:** The bo-iPSCs were successfully derived from Bornean orangutans, using Sendai virus-mediated Yamanaka factor-based reprogramming of peripheral blood mononuclear cells. When a modified 4i/L/A (m4i/L/A) culture system was applied to activate the WNT signaling pathway in these bo-iPSCs, the derived cells (m-bo-iPSCs) manifested characteristics akin to human naive pluripotent stem cells, including high expression levels of KLF17, DNMT3L, and DPPA3/5, as well as the X chromosome reactivation. Comparative RNA-seq analysis positioned the m-bo-iPSCs between human naive and formative pluripotent states. Furthermore, the m-bo-iPSCs express differentiation capacity into all three germlines, evidenced by controlled *in vitro* embryoid body formation assay.

**Discussion:** Our work establishes a novel approach to preserve the genetic diversity of endangered Bornean orangutans while offering insights into primate stem cell pluripotency. In the future, derivation of the primordial germ cell-like cells (PGCLCs) from m-bo-iPSCs is needed to demonstrate the further specific application in species preservation and broaden the knowledge of primordial germ cell specification across species.

## 1 Introduction

Orangutans, one of humans’ closest relatives, have a 97.4% genome similarity to that of humans (Locke et al., 2011; Nakamura et al., 2021). The *International Union for Conservation of Nature* (IUCN) has listed all three orangutan species as Critically Endangered since 2008 Ancrenaz et al., 2016, including *Pongo pygmaeus*, *Pongo abelii*, and *Pongo tapanuliensis*.

In addition to conventional conservation strategies, modern biotechnologies, for example, induced pluripotent stem cell (iPSC) derivation and cryopreservation, offer new options to prevent their extinction by preserving their genetic resources (Saragusty et al., 2020; Voigt et al., 2022).

Limited work has been reported to derive orangutan iPSCs (o-iPSCs). In one work (Ramaswamy et al., 2015), a study generated o-iPSC from skin fibroblasts of captive Sumatran orangutans (*Pongo abelii*) through retroviral transduction of human *OCT4*, *SOX2, KLF4,* and *c-MYC* genes (*i.e.*, OSKM factors, also known as Yamanaka factors). Furthermore, several studies demonstrated that using a non-integration approach and combining easily accessible somatic cell sources could promise efficient and safe generation of iPSCs for further utilization and application in clinical settings (Dey et al., 2021; Ray et al., 2021). Building on the concept, in another work (Geuder and Lucas, 2021), o-iPSCs were derived from the urinary epithelial cells of Sumatran orangutans through the transfection of the Sendai virus, carrying three (i.e., Klf4-Oct3/4-Sox2) of the four OKSM factors.

Given the evolutional closeness between orangutans and humans, the generation of o-iPSCs would also contribute to our understanding of the evolutionary convergent and divergent processes involved in early embryo development across different primate species, especially humans. On the other hand, knowledge gained in human pluripotent stem cells (PSCs) may help improve the derivation process and the quality of PSCs of other NHP species, such as orangutans.

Human naive PSCs represent the ground state of pluripotency resembling the preimplantation epiblast, which offers greater and unbiased differentiation capacity than their primed pluripotent counterparts (Lee et al., 2017; Guo et al., 2021). Recent research has shed light on diverse methodologies for achieving the naive state *in vitro*, including converting primed pluripotency to a naive state using small-molecule cocktails (Guo et al., 2016; Theunissen et al., 2016; Bredenkamp et al., 2019; Rostovskaya, Stirparo, and Smith, 2019). Several culture systems have been reported to sustain self-renewal and evoke the acquisition of naive features in human PSCs, such as 5i/L/A (Theunissen et al., 2014), 4i/L/A (Theunissen et al., 2016), t2iLGÖ (Takashima et al., 2014), and PXGL (Bredenkamp et al., 2019). However, few studies have focused on regulating the pluripotency of NHP PSCs.

In this study, we present the generation of new iPSCs (bo-iPSCs) in another orangutan species, the Bornean orangutan, from the peripheral blood mononuclear cells (PBMCs) obtained from a captive female *Pongo pygmaeus* using the Sendai virus-mediated Yamanaka factor-based reprogramming method. We then subjected these bo-iPSCs to the modified 4i/L/A (m4i/L/A) culture system, which is known to promote the generation of naive state human pluripotent stem cells by activating the WNT pathway. The resultant modified bo-iPSCs (m-bo-iPSCs) exhibited key features akin to human naive stem cells and manifested differentiation capacity in an *in vitro* embryoid body formation assay. Our study provides insight into the molecular features and pluripotent signaling dependency of bo-iPSCs and presents a new option for Bornean orangutan conservation.

## 2 Materials and methods

### 2.1 Animals

All aspects of animal maintenance, care, and procedures were rigorously reviewed and granted ethical approval by the Institutional Animal Care and Use Committee (IACUC) of the National Taiwan University (Approval number: NTU-108-EL-00173) and the Taipei Zoo (Approval number: 10901). The peripheral blood samples from Bornean orangutans utilized in this study were obtained from a 23-year-old female orangutan housed at the Taipei Zoo, which had not conceived after reaching sexual maturity. The IACUC of the Taipei Zoo conscientiously scrutinized all sampling procedures to ensure the utmost ethical standards were upheld.

### 2.2 Derivation of bo-iPSCs

The bo-iPSCs were generated through the introduction of key reprogramming factors, including human *OCT4, KLF4*, *SOX2*, and *c-MYC* into PBMCs using non-integrating Sendai-virus, CytoTune-iPS 2.0 Sendai Reprogramming Kit (A16517, Thermo Fisher Scientific), according to the manufacturer’s instructions. Briefly, PBMCs were plated in a complete StemPro-34 (10639011, Thermo Fisher Scientific) medium containing cytokines for 4 days, including SCF, FLT-3 Ligand, IL-3, and IL-6, to expand the erythroblast population. Then, the PBMCs were transduced with the CytoTune 2.0 Sendai reprogramming vectors (MOI = 5), and the cytokines were removed from the StemPro-34 medium (Day 0). The Sendai viruses were removed from the culture medium on Day 1, and the reprogrammed PBMCs were cultured in the complete StemPro-34 medium. On Day 3, the reprogrammed PBMCs were switched to cytokine-free StemPro-34 medium for reprogramming. The iPSC-like colonies appeared within 9–25 days, and colonies with an ESC-like appearance were manually isolated based on morphology between Day 15 and Day 25. The cells were passaged with TrypLE express Enzyme (12605036, Thermo Fisher Scientific) every 4–5 days and incubated at 37°C in a humidified atmosphere containing 5% CO_2_.

### 2.3 Bo-iPSCs culture

Three bo-iPSC lines were obtained from reprogramming the PBMCs of Bornean orangutan and cultured in human ESC medium (hESM) on inactive mouse fibroblast cells (iMEFs) coated plates. Subsequently, all three bo-iPSC cell lines were adapted to a feeder-free culture system using Essential 8 Flex Medium Kit (A2858501, ThermoFisher) and Matrigel matrix (354230, Corning) for routine cell culture maintenance. Passaged bo-iPSCs every four to 5 days using TrypLE express Enzyme (12605036, Thermo Fisher Scientific). All cells were cultured at 37°C in a humidified atmosphere containing 5% CO_2_. Initially, a feeder-dependent culture approach employing a human embryonic stem cell medium (hESM) expanded the bo-iPSCs. To mitigate the variability stemming from fluctuations across different media batches and to establish a consistent, dependable culture milieu for bo-iPSCs, the transition was made to use the Essential 8 (E8) medium as an ensuing cultivation platform. The E8 medium represents a xeno-free and feeder-free substrate that facilitates human PSCs’ robust proliferation and amplification (Chen and Li, 2011).

### 2.4 Conversion of bo-iPSCs pluripotency applied with m4i/L/A media

The m4i/L/A media include a 50/50 mixture of DMEM/F12 (11320-032, Gibco) and Neurobasal (21103-049, Gibco), 1% N2 (17502-048, Gibco), 2% B27 (17504-044, Gibco), 20 ng/mL hLIF (300-05, Peprotech), 0.5X GlutaMAX (35050-061, Gibco), 1% NEAA (11140-050, Gibco), 0.1 mM 2-Mercaptoethanol (21985-023, Gibco), 1x Penicillin-Streptomycin (15140-122, Gibco), 50 ug/mL BSA (A3311, Sigma), 1 μM PD0325901 (1408, Axon), 1X Lipid Mixture (L0288, Sigma), 1 mM IM-12 (GSK3beta I, BML-WN102-0005, Enzo), 1 μM WH-4-023 (Src inhibitor, ENZ-CHM145-0010, Enzo), 10 μM Y-27632 (1254, Tocris), 20 ng/mL Activin A (AF-120-14E, Peprotech), 8 ng/mL bFGF (AF-100-18B, Peprotech), and 0.50% KSR (10828-028, Gibco). The E8 bo-iPSCs were dissociated into single cells with TrypLE express (12605010, Gibco) and re-plated on MEFs in E8 media with Y27632 (1254, Tocris) at a density of 200,000 cells per well in a 6-well plate. After 2 days, the media was changed to m4i/L/A media. Media was changed daily, and m-bo-iPSCs were passaged every 4 days at a ratio between 1:5. bo-iPSCs were preserved using Bambanker cryopreservation media (BB01, Nippon Genetics Co.) as the protocol described.

### 2.5 Karyotyping

The cells were incubated in KaryoMAX Colcemid Solution (15210040, Gibco) for 3 h. Subsequently, the cells were harvested and resuspended in a 75 mM KCl solution. Following a 30-min incubation at 37°C, 0.5 mL of fixative solution (methanol: acetic acid, 3:1 v/v) was added to the KCl solution, and centrifugation was performed at 300 g for 10 min. The supernatant was then removed, and 5 mL of cold fixative solution was added. The sample was incubated on ice for 30 min. These steps were repeated, and the resulting cell suspension was carefully applied to glass slides. Finally, the slides were stained with a Giemsa stain solution for 20 min in room temperature, and rinsed with tap water and airdry.

### 2.6 RT-PCR

Total RNA was isolated by TRIzol^®^ reagent (15596026, Invitrogen^™^) and treated with RNase-free DNase I (M6101, Promega, Madison, WI, USA) to remove genomic DNA. Treated RNAs were reverse-transcribed by random hexamer primers using the SuperScript III First-Strand Synthesis System (18080-051, Invitrogen). For conventional semi-quantitative PCR, cDNA (50 ng) was assayed at 30 s at 95°C, 30 s at 55°C, and 30 s at 72°C for 35 cycles by PCR machine (Biorad). PCR products were run on agarose gel electrophoresis and photographed by gel image system (UVP).

### 2.7 Quantitative real-time PCR

Total RNA was isolated using the TRIzol^®^ reagent (15596026, Invitrogen^™^) and Direct-zol RNA Miniprep Kits (R2052, ZYMO Research). The cDNA synthesis was performed from total RNA using FIREScript RT cDNA Synthesis Mix (062000100, Solis BioDyne). Real-time PCR was performed using SYBR Green qPCR Master Mix (4385616, Thermo Fisher Scientific) on the QuantStudio 5 Real-Time PCR System (Applied Biosystems). Gene expression was normalized to *GAPDH* and *RPL13A*.

### 2.8 Immunofluorescence staining

The cells affixed onto coverslips were fixed utilizing a 10% formaldehyde solution (MA-H121-08, Crespellano, Italy). Cells were subsequently permeabilized by utilizing 2% bovine serum albumin (BSA, A9647, MilliporeSigma) and 0.25% Triton-X-100 (X100, MilliporeSigma) within phosphate-buffered saline (PBS, IB3012, Omics Bio, Taipei, Taiwan) before being incubated with the primary antibodies overnight at 4°C. Secondary antibodies and DAPI were employed for 2 h at room temperature. OCT4 (1:150, MAB4401, Millipore), SOX2 (1:150, GTX101507, Genetex, Alton Pkwy Irvine, CA, USA), NANOG (1:500, ab21624, Abcam, Boston, MA, USA), SSEA4 (1:150, MAB4304, Millipore), KLF17 (sc-7392, Santa Cruz, Dalla, TX, USA), PAX6 (1:400, GTX113241, Genetex, Alton Pkwy Irvine, CA, USA), AFP (1:600, ST1673, Calbiochem, San Diego, CA, USA), and α-SMA (1:300, GTX60466, Genetex, Alton Pkwy Irvine, CA, USA) were utilized as primary antibodies, whereas Alexa donkey anti-rabbit 488 (A21206, Thermo), Alexa goat anti-mouse 647 (A221235, Thermo), Alexa goat anti-mouse 488 (A11029, Thermo), Alexa goat anti-rabbit 488 (A32731, Thermo), Alexa goat anti-mouse 594 (A11032, Thermo), and Alexa goat anti-rabbit 647 (A27040, Thermo) were employed as secondary antibodies. The laser-scanning confocal microscope (TCS SP5 II confocal microscope, Leica, Wetzlar, Germany) was employed to acquire images.

### 2.9 Teratoma assay

BALB/c Nu mice were purchased from LASCO Company and maintained in an IVC cage. The iPSCs cultured in E8 medium are trypsinized and intramuscularly injected into the hind leg 5 × 10^5^ per site. After 6 weeks, mice were sacrificed and the tumors were dissociated and fixed in PFA. Fixed samples were embedded and analyzed by hematoxylin and Eosin (H&E) staining.

### 2.10 RNA-seq

#### 2.10.1 RNA isolation, library preparation, and sequencing

Total RNA extraction was performed using Trizol^®^ Reagent (Invitrogen, USA), according to the manufacturer’s instructions. The purified RNA was quantified and assessed for quality using an ND-1000 spectrophotometer (Nanodrop Technology, USA) and a Bioanalyzer 2100 (Agilent Technology, USA) with the RNA 6000 LabChip kit (Agilent Technology, USA), respectively. The library was prepared by using SureSelect XT HS2 mRNA Library Preparation kit (Agilent, USA). Size selection was performed using AMPure XP beads (Beckman Coulter, USA). The RNA sequencing was performed on an Illumina Novaseq6000 platform, generating 2 × 150 bp paired-end sequencing reads. Data quality was assessed using Illumina Sequencing Analysis Viewer (SAV), and demultiplexing was performed using Bcl2fastq2 v2.20 software. The accession number for the bo-iPSCs RNA-Seq dataset is GSE235790.

#### 2.10.2 RNA-seq analysis

The raw fastq files were assessed using FastQC v0.11.9, and the results were summarized using MultiQC v1.13. Trimmomatic v0.39 was utilized for adapter removal and quality filtering of low-quality bases. The trimmed and untrimmed reads were then aligned to the *Pongo abelii* Susie_PABv2 reference genome with Ensembl v108 annotations using STAR v2.7.10b. The mapping rate for all bo-iPSC samples ranged from 77.2% to 78.8%. The featureCounts command line was employed to count the mapped reads for genes using the Rsubread v2.0.1 package. Differential gene expression analysis was conducted using DESeq2 v1.38.3, with a *p*-value cut-off of 0.05 and an absolute log2 fold change (log2FC) cut-off of 2.00, indicating statistical significance. To compare our RNA-Seq dataset with published RNA-Seq datasets (Accession number: GSE135991 (Yu et al., 2021), GSE75868 (Theunissen et al., 2016), E-MTAB-4461 (Guo et al., 2016)) representing different pluripotent statuses, we followed the same bioinformatic workflow and visualized the results using Principal Coordinate Analysis (PCoA) with the phyloseq v1.42.0 package.

#### 2.10.3 Functional enrichment analyses of DEGs

The DEGs were analyzed with the DAVID bioinformatics resources (Huang et al., 2009; Sherman et al., 2022) (https://david.ncifcrf.gov/) for gene ontology (GO) biological processes (BP), cellular components (CC), and molecular functions (MF) as well as the KEGG pathway, using the default gene list of *Pongo abelii* as the background. The functional enrichment analysis results are presented using Prism (GraphPad Software, La Jolla, CA, USA) in the form of box plots.

### 2.11 RNA ISH

Cells were collected and resuspended in culture medium (E8 and m4i/L/A). Adjust the cell concentration to 1 × 10^6^ per mL. Spread the cells to the Superfrost plus microscope slides (1255015, Fisher Scientific) for adhesion. Allow the cells to adhere for 10 min and wash with DPBS. Afterward, quickly proceeded to the fixation and hybridization steps following the manufacturer’s protocols. The HUWE1 FISH probe (1104261C1, ACDBio) was labeled with Opal 620 dye. Images were acquired using a LEICA TCS SP8X STED confocal microscope. A minimum of 60 nuclei were analyzed for each condition to quantify the expression of HUWE1**.**

### 2.12 Embryoid body (EB) formation

To ensure precise collection of the predetermined quantity of m-bo-iPSCs, a centrifugation procedure at 100 x g for 3 min was conducted to accumulate cells at the bottom, generating the desired size of EBs. Initially, m-bo-iPSCs underwent single-cell dissociation using TrypLE. Subsequently, these cells were cultured in a well (5,000 cells in each) on an ultra-low attachment plate through centrifugation. Then, aggregated 5,000 cells were cultured in EB media [DMEM/F12 supplemented with 20% FBS, 1X GlutaMax, 1X MEM NEAA, 0.1 mM β-mercaptoethanol, and 1% penicillin-streptomycin] supplemented with 10 μM Y-27632 (Dong et al., 2020) in ultra-low attachment multiple-well plate (651970, Corning Coster). Media changes were implemented every 2 days. Following 12 days of cultivation, the EBs were harvested for downstream analysis.

### 2.13 Statistical analysis

All data were presented as means ± standard error of the mean (SEM) and evaluated by ordinary one-way ANOVA or unpaired *t*-test with Welch’s correction using Prism (GraphPad Software, La Jolla, CA, USA). When *p* < 0.05 were considered to be s statistically significant.

## 3 Results

### 3.1 Generation of the bornean orangutan iPSCs by non-integrating sendai viral-mediated reprogramming

Peripheral blood mononuclear cells were obtained from a captive female Bornean orangutan at Taipei Zoo. These PBMCs were reprogrammed by Sendai virus-mediated transduction of human OSKM factors (Figure 1A), and three bo-iPSC cell lines were generated (Supplementary Figure S1A). Flat, well-defined colonies appeared 11–15 days after transfection (Figure 1B). Following cell passaging, bo-iPSC colonies retained the dome-shaped morphology (Figure 1B) within the human embryonic stem cell (hESC) medium culture system. Upon transitioning bo-iPSCs into the E8 culture system, the bo-iPSC colonies transitioned to a flatter appearance (Supplementary Figure S1B). These colonies were positive for alkaline phosphatase (AP) staining (Supplementary Figure S1C). We next determined the transcription patterns of key pluripotency-associated genes of the bo-iPSCs (Figure 1C, Supplementary Figure S1D) and translational levels (Figure 1D, Supplementary Figure S1E). These cells displayed the expression of core pluripotency-associated genes, specifically *POU5F1, SOX2*, and *NANOG*, through qRT-PCR analysis. Immunostaining data showed that the bo-iPSCs expressed major pluripotency-related markers, including OCT4, SOX2, NANOG, and SSEA4. The *in vivo* teratoma assay confirmed that the bo-iPSCs are capable of differentiating to all three germ layers (Figure 1E, Supplementary Figure S1F). In addition, we used RT-PCR to detect if there are any residual Sendai virus genome and exogenous pluripotent genes in these bo-iPSCs at passage 28, and results indicated none (Figure 1F). Also at this passage, we conducted the chromosome spray analysis and revealed that 75% of assessed colonies (n = 20) had normal chromosome numbers (Figure 1G).

**FIGURE 1:**
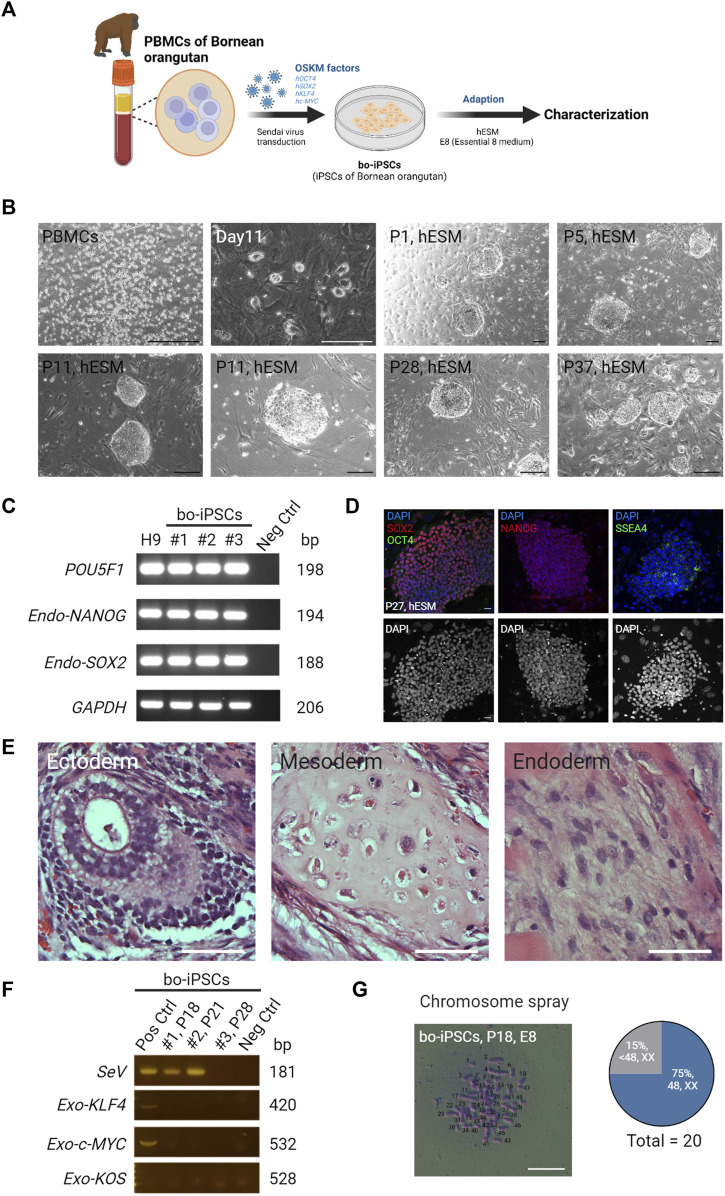
Generation and characterization of bo-iPSCs in hESM. **(A)** A schematic diagram depicting the derivation and *in vitro* maintenance process of bo-iPSCs. **(B)** Representative bright-field images showing Bornean orangutan PBMCs and round colony morphologies of bo-iPSCs cultured under hESM for long-term *in vitro* maintenance. Scale bars, 200 μm. **(C)** RT-PCR gel image demonstrating the expression of endogenous pluripotency markers (POU5F1, NANOG, and SOX2) in three bo-iPSC cell lines, namely, cell line 1 (#1, passage 18), cell line 2 (#2, passage 21), and cell line 3 (#3, passage 28), compared to H9 hESCs and a negative control (fibroblast cells). **(D)** Representative immunofluorescence images (upper panel) of bo-iPSCs cultured under hESM. Red indicates SOX2 and NANOG; green indicates OCT4 and SSEA4; blue indicates DAPI; the lower panel displays the DAPI staining in an 8-bit format. Scar bar, 25 μm. **(E)** Representative H&E images demonstrating the ability of bo-iPSCs cultured under E8 to differentiate into all three germ layers in teratoma formation. Scale bar, 50 μm. **(F)** RT-PCR showing the presence of Sendai virus genome (SeV) and exogenous OSKM genes (KOS, KLF4, and c-Myc) is detected in early passages of bo-iPSC cell line 1 (#1, passage 18) and cell line 2 (#2, passage 21), but is cleared in bo-iPSC cell line 3 (#3, passage 28). **(G)** Bright field image of chromosome spread revealing E8 bo-iPSCs with the characteristic display of normal chromosome numbers. Scale bar, 100 μm. Quantitative analysis of twenty E8 bo-iPSC cells demonstrates that 75% of the bo-iPSCs exhibited normal chromosome numbers.

Collectively, the bo-iPSCs were successfully derived from Bornean orangutans, which expressed core pluripotency-related markers genes, and possessed high differentiation capacity into all three germ layers.

### 3.2 Adaptation of bo-iPSCs to the m4i/L/A culture system

Prior studies have suggested that most primate iPSCs derived by the OSKM factors are primed PSCs (Nichols and Smith, 2009; Weinberger et al., 2016). Converting primed human PSCs to a naive state by using different combinations of specific molecular inhibitors and growth factors supplemented in the medium to modulate and maintain the naive pluripotency has been reported (Theunissen et al., 2014; Guo et al., 2016; Bredenkamp et al., 2019). In our pilot study, we applied 5i/L/A medium to bo-iPSCs culture, but observed pronounced apoptotic morphology in the bo-iPSCs when cultured in a 5i/L/A medium, which resulted in an inability to sustain their *in vitro* viability (Supplementary Figure S2A). However, upon discontinuing the BRAF inhibitor SB590885, the bo-iPSCs exhibited improved survival. Building upon these findings, we subtracted SB590885 from the original 5i/L/A recipe, and used this modified 4i/L/A (m4i/L/A) medium to culture the OKSM factor derived bo-iPSCs, with the objective to convert these cells to naive state.

The m4i/L/A (Figure 2A) contained a GSK3β inhibitor IM-12 that is used to activate the WNT signaling pathway, while the other three inhibitors PD0325901, WH-04-023, and Y-27632 are used to repress the MAPK/ERK, SRC, and Rho/ROCK pathways, respectively.

**FIGURE 2:**
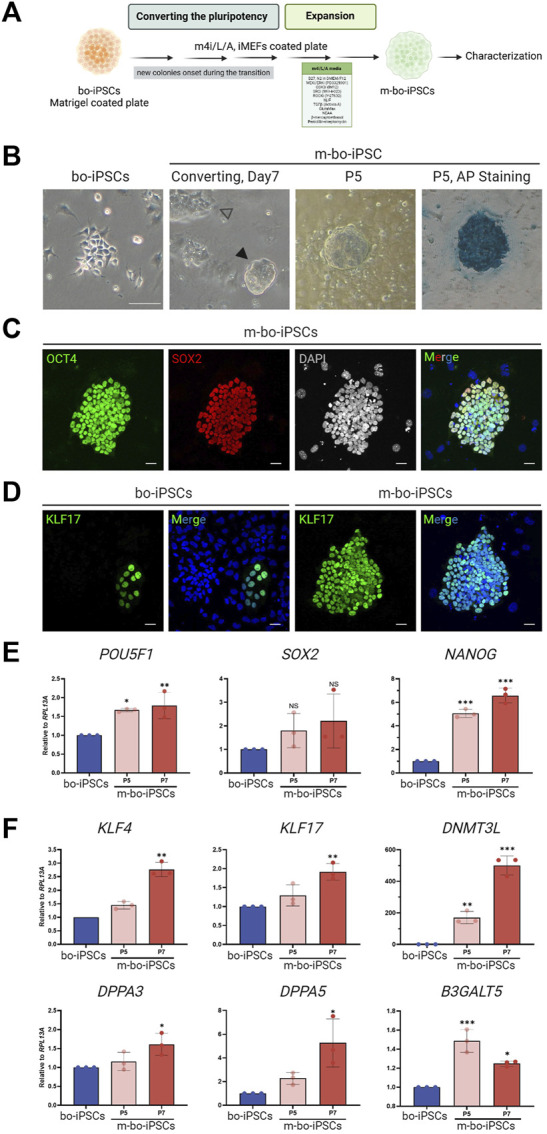
The pluripotent characteristics of bo-iPSCs cultured in m4i/L/A Medium. **(A)** Schematic representation of the process of bo-iPSCs adaptation from E8 to m4i/L/A medium, with the green box denoting the key components used in m4i/L/A medium. **(B)** Representative bright-field images illustrating the change in bo-iPSCs colony morphology during media adaptation from E8 to m4i/L/A, along with an alkaline phosphatase (AP) staining image of bo-iPSCs cultured in m4i/L/A (passage 5) showing positive AP activity. The black arrowhead indicates the domed-shaped colony, while the white arrowhead denotes the appearance of a flattened colony. Scale bars, 100 μm. **(C,D)** Representative immunofluorescence images of m-bo-iPSCs cultured under m4i/L/A at passage 5, demonstrating the sustained expression of OCT4 and SOX2 **(C)**, as well as the induction of KLF17 of m-bo-iPSCs **(D)** by the m4i/L/A system in comparison to bo-iPSCs cultured under E8 at passage 33. Red indicates SOX2; green indicates OCT4 and KLF17; blue indicates DAPI. The gray colony image represents the 8-bit format of DAPI staining. Scar bar, 25 μm. **(E,F)** qRT-PCR analysis revealed significant differences in the expression levels of core pluripotent genes, POU5F1 and NANOG **(E)**, and several pluripotency regulating markers in m-bo-iPSCs **(F)**. RPL13A was used as the internal control. Biological replicates, n = 3. Asterisks indicate *p < 0.05, **p < 0.01, and ***p < 0.001.

The bo-iPSCs were seeded onto a culture plate with iMEF feeder cells cultivated in m4i/L/A medium. Through regular cell passaging every 4–5 days, we observed the emergence of small, dome-shaped colonies that gradually became the predominant population in passage 3. These adapted bo-iPSCs under the m4i/L/A condition are named m-bo-iPSCs (Figure 2A).

The m-bo-iPSCs, in addition to the dome-shaped colony morphology (Figure 2B), were alkaline phosphatase positive and expressed OCT4 and SOX2 (Figure 2C); moreover, the KLF17 pluripotent markers are dominantly expression compared to bo-iPSCs (Figure 2D), as assayed by immunostaining. The qRT-PCR results revealed high level expression of core pluripotent factors *POU5F1* and *NANOG* (Figure 2E), as well as several additional pluripotent markers, including *KLF17*, *DNMT3L*, and *DPPA3/*5, when compared to bo-iPSCs (Figure 2F). Interestingly, the other pluripotent marker gene *B3GALT5* showed a significantly reduced trend of transcription in m-bo-iPSCs along with passaging (Figure 2E).

These results demonstrated that the bo-iPSCs can adapt to the m4i/L/A culture system, and the resultant m-bo-iPSCs have different molecular and cellular pluripotent characteristics from the bo-iPSCs.

### 3.3 Distinct transcriptome profile and X chromosome status of m-bo-iPSCs

We conducted RNA-sequencing (RNA-seq) analysis to characterize the transcriptional profiles of m-bo-iPSCs and the bo-iPSCs, (Figure 3A). 

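RNA-seq data of 4 libraries were used, 2 from m-bo-iPSCs and 2 from bo-iPSCs. The m-bo-iPSCs were bo-iPSCs moved to the m4i/L/A medium, and were sampled at passage 5 (replicate 1) and passage 7 (replicate 2). The bo-iPSCs were kept in E8 medium and were sampled at passage 33 (replicate 1) and passage 34 (replicate 2). The m-bo-iPSCs grew on inactivated mouse fibroblast feeder cells and the bo-iPSCs were feeder-free, so feeder RNA can enter the counts of m-bo-iPSCs alone, and its share was not measured here. The paper calls these biological replicates, and because they are different passages, p-values measure only the spread between these samples, which may be technical in part. The authors aligned the reads to the Susie_PABv2 genome of the Sumatran orangutan and counted read pairs per gene with featureCounts, without using strand and leaving out pairs that map to several places or overlap several genes. The deposited values are these raw counts for 31285 genes. The total count was 24979637 for m-bo-iPSC replicate 1 and 10981048 for replicate 2, against 35848967 for bo-iPSC replicate 1 and 31575185 for replicate 2, so m-bo-iPSC replicate 2 was the shallowest library. Between 18203 and 19553 genes had at least 1 count in a library. Against the sampling noise, the median chi-square per gene was 7.84 for the m-bo-iPSC pair and 4.25 for the bo-iPSC pair. This was taken over genes with at least 50 counts in the pair. Different passages can exceed the sampling noise in any case, and the pairs differ in depth, so no conclusion was drawn from these values. Genes with low counts were filtered out by edgeR, which left 15409 genes, and the groups were compared by its quasi-likelihood test after TMM normalization. The files used here do not pair gene IDs with gene names, so genes are given by ID and position, and the genes and pathways that the paper names were not analysed here.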

Given the high genomic similarity between Bornean and Sumatran orangutans (Chen and Li, 2001; Locke et al., 2011), we used the Sumatran orangutan as the reference organism for the alignment in the RNA-seq analysis pipeline. The mapping rate obtained by STAR ranged from 75.8% to 78.8%.

**FIGURE 3:**
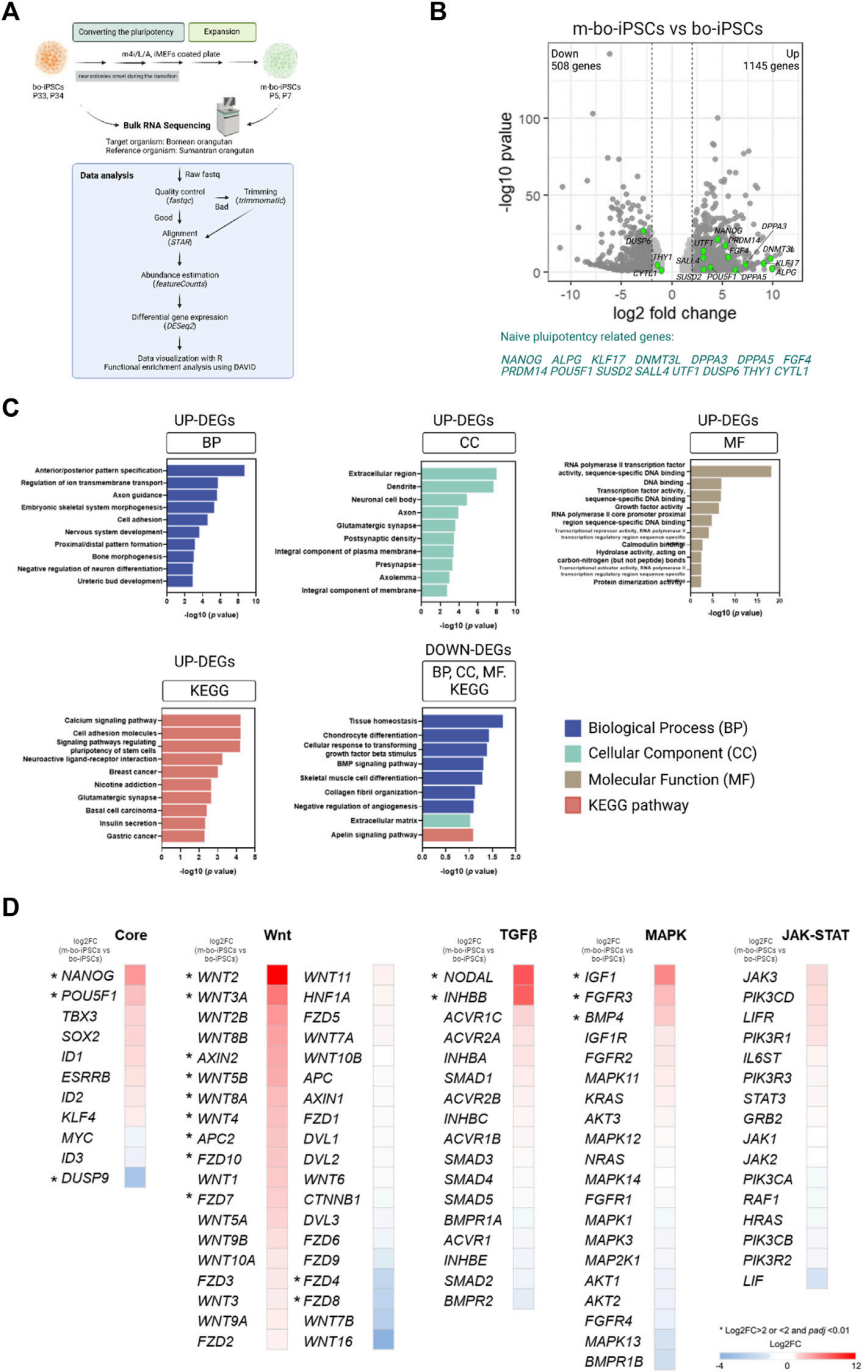
The transcriptome profile of the m4i/L/A-cultured and E8-cultured bo-iPSCs. **(A)** The flow diagram outlining the process of bulk RNA sequencing and subsequent analysis of bo-iPSCs and m-bo-iPSCs. **(B)** Volcano plot displaying the log2 fold change (*X*-axis) between m-bo-iPSCs and bo-iPSCs. Among the differentially expressed genes (DEGs), 1145 genes were significantly upregulated, and 508 genes were considerably downregulated in m-bo-iPSCs (defined as those with a log2 fold change >1 and wherein -log10 *p* > 1.3). The green dots indicate the genes related to naive pluripotency regulating in human studies. Biological replicates, n = 2. **(C)** Box plots presenting the top ten gene ontology (GO) terms and KEGG pathways of the significantly up- and downregulated DEGs involved in the adaptation of bo-iPSCs from E8 to m4i/L/A. BP: biological process, CC: cellular component, and MF: molecular function. **(D)** Heatmap revealing the impact of the m4i/L/A system on core pluripotent signaling pathway activity, with the Wnt and TGFβ signaling pathways being predominantly active. The symbol “*” indicates a significant difference.

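In m-bo-iPSCs, 1312 genes were higher and 953 genes were lower than in bo-iPSCs at an adjusted p under 0.05 from edgeR's quasi-likelihood test (n = 2 against 2), with no minimum fold change. Counts of m-bo-iPSCs can include reads from feeder cells, which were not separated here. Upregulated genes were more frequent under 4 on the log2 CPM scale than above it. Between 0 and 2, 290 of 2102 genes were upregulated and 139 were downregulated. Between 4 and 6, 329 of 4944 genes were upregulated and 307 were downregulated, and above 6, 139 of 3640 genes were upregulated and 252 were downregulated. The gene ENSPPYG00000008894 lies on chromosome 17 of Susie_PABv2 from 44722628 to 44723985. It had 469 and 256 counts in the m-bo-iPSC replicates and 0 in both bo-iPSC replicates, which is at least 439.7-fold higher against a floor of 3 counts over the bo-iPSC group (standard error of the log2FC 0.52, adjusted p = 0.0039 from edgeR). It is one of 9 neighbouring tested genes between 44626836 and 44723985 that were all upregulated, with a median log2FC of 5.27. Another 9 neighbouring genes on chromosome 12 between 51590327 and 51839875 were all upregulated, with a median log2FC of 5.22. Both regions were chosen after their values were seen. The gene ENSPPYG00000017938 on chromosome 7, from 102993909 to 103039900, had 801 and 56 counts in the m-bo-iPSC replicates and 0 in both bo-iPSC replicates, and its level of 18.2 CPM in m-bo-iPSCs had an SD of 18.9 (n = 2). Its adjusted p was 0.030 from edgeR. Of the downregulated genes, ENSPPYG00000004251 on chromosome 12, from 9061596 to 9121410, had 0 and 1 counts in the m-bo-iPSC replicates and 2064 and 1996 in the bo-iPSC replicates (adjusted p = 0.0028 from edgeR). Its mean CPM was 1449-fold higher in bo-iPSCs, and with the counts of each group pooled over its libraries and divided by their effective library sizes it was 2309-fold higher, with a 95% counting interval from 414 to 91214 for the pooled ratio. Both values rest on 1 count in m-bo-iPSC replicate 2. Without that library its mean CPM was at least 529.6-fold lower in m-bo-iPSCs, against 3 counts in m-bo-iPSC replicate 1. The log2FC fitted by edgeR was -10.92 over all libraries, -9.42 without m-bo-iPSC replicate 1 and -13.88 without m-bo-iPSC replicate 2. The gene ENSPPYG00000006564 on chromosome 15, from 45393183 to 45406312, had 6 and 0 counts against 7539 and 10931 (adjusted p = 0.0037 from edgeR). Its mean CPM was 2435-fold higher in bo-iPSCs and the ratio of pooled counts, taken in the same way, was 1751-fold, with a 95% counting interval from 804 to 4771 for the pooled ratio. Both values rest on 6 counts in m-bo-iPSC replicate 1. With m-bo-iPSC replicate 2 alone the mean CPM was at least 1110-fold lower, against 3 counts in it. Its fitted log2FC was -10.78 over all libraries, -15.84 without m-bo-iPSC replicate 1 and -10.22 without m-bo-iPSC replicate 2. At an unadjusted p under 0.05, 1049 upregulated and 520 downregulated genes had an absolute log2FC over 2, and 1852 and 1114 had one over 1. With at least 10 counts in every library, these numbers fell to 550 and 239 over 2, and to 1310 and 727 over 1. Without bo-iPSC replicate 1 or without bo-iPSC replicate 2, edgeR gave 0 genes in either direction at an adjusted p under 0.05, and the smallest adjusted p was 0.060 and 0.061. At an unadjusted p under 0.05 it then gave 1422 higher and 1108 lower genes, or 1509 and 1026, and DESeq2 on the same libraries gave 710 and 441, or 725 and 407, at an adjusted p under 0.05. Without m-bo-iPSC replicate 1 edgeR gave 2580 and 2591 genes, and without m-bo-iPSC replicate 2 it gave 2347 and 1620.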

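On log2 CPM of the 15409 tested genes, the libraries of each group lay closer to each other than to any library of the other group. The Euclidean distance between the m-bo-iPSC replicates was 97.7 and that between the bo-iPSC replicates was 48.8, whereas the distances between the groups ran from 150 to 172. The first principal component held 80.5% of the variance, the second 15.4% and the third 4.06%. The distance within m-bo-iPSCs was 2.00 times that within bo-iPSCs. With a library left out, the spread within groups came only from the pair of the other group. Fits without a bo-iPSC library therefore used the m-bo-iPSC pair, which lay farther apart, and gave fewer calls with edgeR. Fits without an m-bo-iPSC library used the bo-iPSC pair and gave more. The calls over all libraries rest on a spread pooled over these unequal pairs. Other causes of the difference in calls were not tested. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.33, so no test of this separation was made.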

The unsupervised hierarchical clustering and principal component analysis (PCA) revealed that m-bo-iPSCs are transcriptionally different from the bo-iPSCs (Supplementary Figure S2B, S2C). Notably, the volcano plot revealed that several transcripts associated with self-renewal and pluripotency were significantly upregulated in m-bo-iPSCs vs. bo-iPSCs, defined as those with a log2 fold change [log2FC] > 1 and wherein -log10 *p*-value >1.3, which included *NANOG, POU5F1, ALPG, UTF1, SALL4*, *DPPA3, DPPA5, KLF17*, and *DNMT3L* (Figure 3B, Supplementary Figure S2D).

Next, we conducted an enrichment analysis of the differentially expressed genes (DEGs) by the Gene Ontology (GO) terms and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis.

We first looked at the upregulated DEGs in the m-bo-iPSCs. The GO analysis revealed differences between the m-bo-iPSCs and the bo-iPSCs in biological processes such as anterior/posterior pattern specification (GO:0009952), regulation of ion transmembrane transport (GO:0034765), and axon guidance (GO:0007411) (Figure 3C). In terms of cellular components, the significantly upregulated differentially expressed genes (DEGs) in the m-o-iPSCs had a significant enrichment in the extracellular region (GO:0005576), dendrites (GO:0030425), and neuronal cell bodies (GO:0043025) (Figure 3C). The top three molecular functions associated with the upregulated DEGs in the m-bo-iPSCs were RNA polymerase II transcription factor activity, sequence-specific DNA binding (GO:0000981), DNA binding (GO:0003677), and transcription factor activity, sequence-specific DNA binding (GO:0003700) (Figure 3C). Moreover, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis demonstrated that upregulated DEGs in the m-bo-iPSCs were enriched in the calcium signaling pathway, cell adhesion molecules, and signaling pathways regulating pluripotency of stem cells (Figure 3C).

We then looked at the downregulated DEGs in the m-bo-iPSCs. GO analysis revealed differences between the m-bo-iPSCs and the bo-iPSCs in several key biological processes, including tissue homeostasis (GO:0001894), chondrocyte differentiation (GO:0002062), and cellular response to transforming growth factor beta stimulus (GO:0071560) (Figure 3C). With regard to cellular component in the GO terms analysis, the downregulated DEGs in the m-bo-iPSCs were associated with the extracellular matrix (GO:0031012). The KEGG pathway analysis further suggested that the downregulated DEGs in the m-bo-iPSCs were related to the apelin signaling pathway (Figure 3C).

We then analyzed the signaling pathways essential for pluripotency maintenance and self-renewability in the bo-iPSCs and the m-bo-iPSCs. These pathways encompass the core pluripotency genes and those associated with Wnt, TGFβ, MAPK, and JAK-STAT signaling cascades. Compared to the bo-iPSCs, several genes in the Core pluripotency pathways, including, Nanog, Pou5f1, and Dusp9, were significantly upregulated. Robust activation of more than 10 genes, including Wnt2 and Wnt3A, in the Wnt pathway in the m-bo-iPSCs were revealed (Figure 3D). In the TGFβ pathway, Nodal and Inhbb were expressed at higher levels in the m-bo-iPSCs than in the bo-iPSCs. In the MAPK pathway, Igf1, FGFR3, and BMP4 were expressed at higher levels in the m-bo-iPSCs than in the bo-iPSCs. Interestingly, none of the genes in the JAK-STAT pathway had significantly different expression levels between the m-bo-iPSCs and the bo-iPSCs (Figure 3D).

In sum, the RNA-seq data and the functional enrichment assays revealed that the m4i/L/A culture system activated the WNT signaling pathway efficiently to drive the bo-iPSCs towards m-bo-iPSCs with a distinct set of molecular pluripotency features.

### 3.4 X chromosome activation status in the bo-iPSCs and the m-bo-iPSCs

One signature of naive state PSCs is that both X chromosomes are in the activated state (XaXa), whereas in the primed state PSCs, there is only one activated X chromosome (XaXi) (Takahashi et al., 2018).

To gain knowledge on the effect of the m4i/L/A system on the X chromosome activation status in m-bo-iPSCs, we looked at an X-linked gene, HUWE1. The transcription levels of Huwe1 are similar between the bo-iPSCs and m-bo-iPSCs (Figure 4A), suggesting that the culture condition did not affect the transcription level of this gene. Next, we conducted RNA *in situ* hybridization (RNA-ISH) probing HUWE1. Intriguingly, the RNA-ISH data revealed that in the bo-iPSCs, HUWE1 (Figures 4B,C) displayed a highly mono-allelic expression pattern, whereas in the m-bo-iPSCs, most cells displayed a bi-allelic expression pattern of Huwe1 which suggests successful X-chromosome reactivation in the m-bo-iPSCs.

**FIGURE 4:**
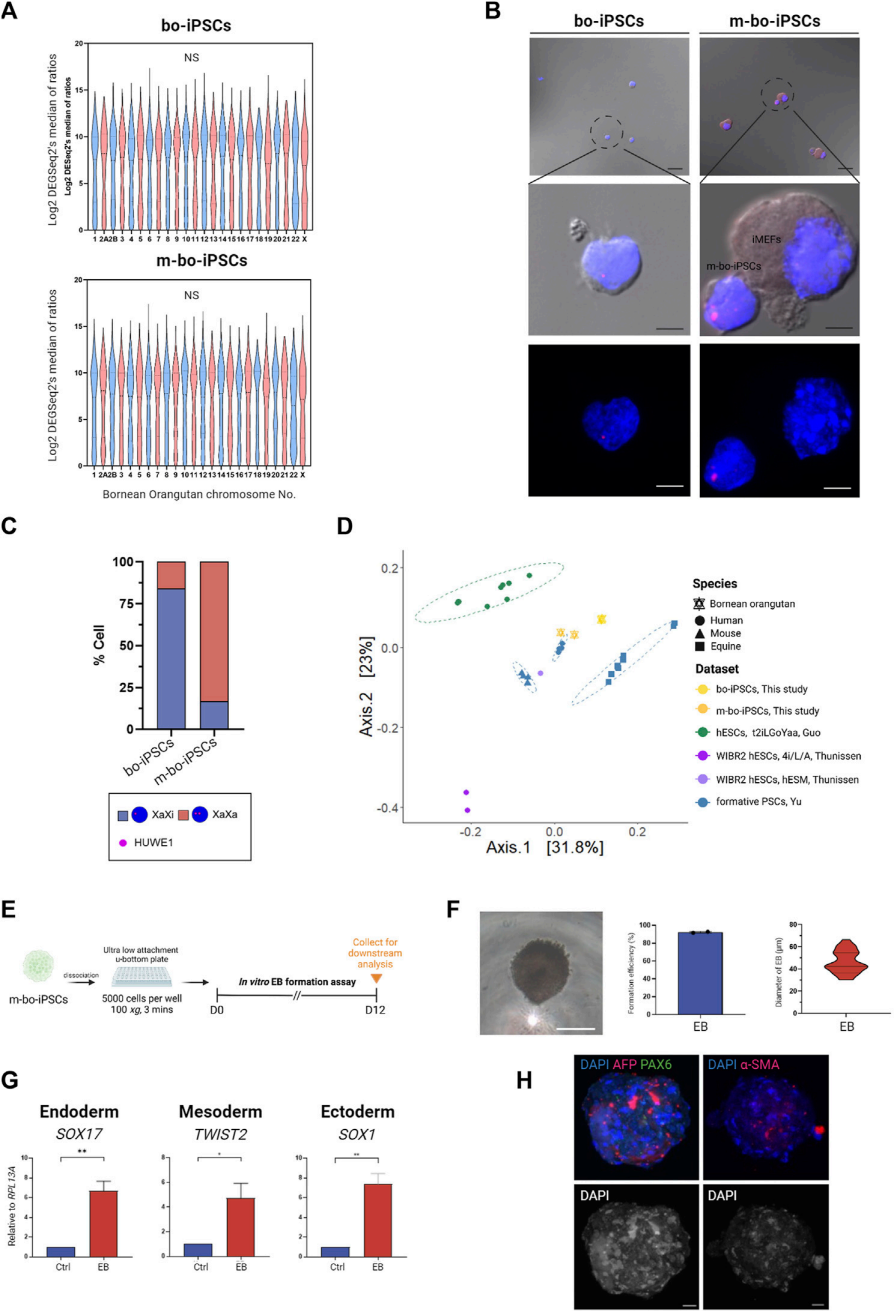
Characterization of m-bo-iPSCs. **(A)** Violin plots illustrate no significant difference in the gene expression levels of each chromosome between bo-iPSCs and m-bo-iPSCs. **(B)** Representative merged bright-field and fluorescence RNA ISH (top) and fluorescence RNA ISH (bottom) images revealing distinct X chromosome activation status of bo-iPSCs and m-bo-iPSCs, detected by HUWE1 nascent transcripts (red) in DAPI-stained nuclei (blue). Scale bar, 10 μm. **(C)** Bar plot quantification of the RNA ISH patterns in bo-iPSCs and m-bo-iPSCs, demonstrating a higher proportion of bi-allelic HUWE1 expression in m-bo-iPSCs. **(D)** PCoA plot of RNA-seq datasets depicting the pluripotency characteristics of the mouse (mESC, XPSC, and miPSCs), human (mESC, XPSC, and miPSCs), horse (FTW-eqESC and FTW-eqiPSC), bo-iPSCs and m-bo-iPSCs samples. **(E)** Schematic diagram outlining the experimental design for inducing spontaneous *in vitro* EB formation of m-bo-iPSCs. **(F)** The representative bright-field image displays the morphology of EB from m-bo-iPSCs. Scale bar, 25 μm. Box plots showing the high EB formation efficiency in m-bo-iPSCs, and a violin plot representing the diameter distributions of EB. **(G)** qRT-PCR results demonstrating significant expression levels of three germ layer markers in EB compared to the m-bo-iPSCs before *in vitro* differentiation (used as control). Endoderm: SOX17, mesoderm: TWIST2, and ectoderm: SOX1. RPL13A served as the internal control. Biological replicates, n = 2. Asterisks indicate *p < 0.05, **p < 0.01, and ***p < 0.001. **(H)** Representative immunofluorescence images of EB expressing markers of all three germ layers: ectoderm: PAX6 (green), endoderm: AFP (red), mesoderm: α-SMA (red), with nuclei stained in DAPI (blue). Gray colony image represents the 8-bit format of DAPI staining. Scale bar, 25 μm.

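No chromosome passed a test for a shift as a whole at an adjusted p under 0.05. The median log2FC of m-bo-iPSCs against bo-iPSCs on the 24 chromosomes ran from -0.09 on chromosome 13 to 0.10 on chromosome 19. On the X chromosome, the median over 545 tested genes was 0.01, with 41 genes upregulated and 40 downregulated (adjusted p = 0.655 from limma's fry and 0.996 from camera). The direction on the X chromosome was not settled, since its difference from the autosomes was 0.02 over all libraries and -0.02 without m-bo-iPSC replicate 2, and camera's direction was down where the median was above 0. The ratio of the median CPM of X-linked genes to that of autosomal genes was 0.772 and 0.808 in the m-bo-iPSC replicates and 0.719 and 0.709 in the bo-iPSC replicates (exact permutation test, two-sided, p = 0.33, the smallest that 2 against 2 allow). Over genes with a mean of at least 5 CPM the groups overlapped, at 0.786 and 0.860 against 0.832 and 0.805. On chromosome 19, 128 of 1043 tested genes were upregulated, which is 12.3% with a 95% exact binomial interval from 10.3% to 14.4%, and 28 were downregulated. Its adjusted p was 0.177 from fry and 0.839 from camera, and 0.996 from camera with an estimated correlation. On chromosome 16, 30 of 600 genes were upregulated and 21 were downregulated. Intervals cover counting error only, and neighbouring genes are not independent. No chromosome passed the threshold by fry, by camera with the preset correlation of 0.01 or by camera with an estimated correlation.

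**Figure D1:**
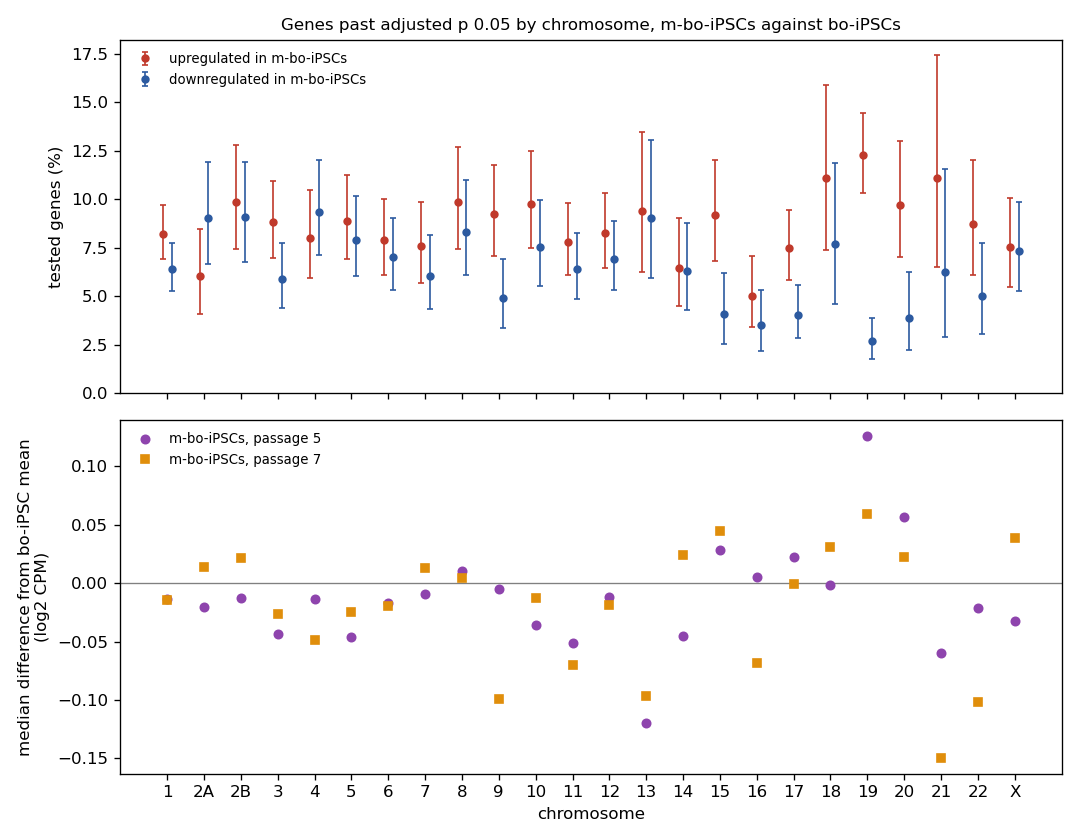
Upper panel, percent of tested genes on each chromosome that were upregulated or downregulated in m-bo-iPSCs at an adjusted p under 0.05, with 95% exact binomial intervals as bars. Lower panel, median difference in log2 CPM of each m-bo-iPSC library from the mean of the bo-iPSC libraries, where chromosome 19 lies at 0.13 at passage 5 and 0.06 at passage 7 and the X chromosome at -0.03 and 0.04.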

We then conducted a comparative analysis using RNA-seq datasets to evaluate the pluripotent state of bo-iPSCs cultured in E8 and m4i/L/A mediums. Our hypothesis is that the m4i/L/A adaptation process will convert the bo-iPSCs towards the naive state.

We included several published datasets of various pluripotent state cell lines in this comparative analysis, which included naive human hESCs derived from different cocktail mediums (4i/L/A (GSE75868 (Theunissen et al., 2016)) and t2iLGÖYaa (E-MTAB-4461 (Guo et al., 2016))), formative human/mouse/equine PSCs (GSE135991 (Yu et al., 2021)), and primed human hESCs (GSE75868 (Theunissen et al., 2016)).

The principal coordinate analysis (PCoA) plot (Figure 4D) indicate that m-bo-iPSCs clustered between t2iLGÖYaa naive hESCs and formative human iPSCs, notably distinct from the primed hESCs. In contrast, the E8 bo-iPSCs grouped closely with the formative equine PSCs rather than the human formative or primed PSCs groups.

Collectively, these results demonstrate that the bo-iPSCs and m-bo-iPSCs have distinctly different cellular and molecular characteristics.

### 3.5 m-Bo-iPSCs have spontaneous differentiation capacity to form three germ layers

To assess the differentiation capacity of the m-bo-iPSCs, we employed the *in vitro* embryoid body formation assay (Figure 4E). EBs emerged from greater than 90% of colonies, and exhibited compacted appearances (Figure 4F). The sizes of the derivative EBs ranged from 30.2 to 66.5 μm on Day 7 (Figure 4F). qRT-PCR analysis was performed to examine the expression of key germ layer markers: SOX17 for endoderm, TWIST2 for mesoderm, and SOX1 for ectoderm. As expected, the EBs derived from these m-bo-iPSCs expressed markers for all three germ layers (Figure 4G). Immunostaining assays confirmed the expression of all three germ lineage markers (PAX6 for ectoderm, AFP for endoderm, and α-SMA for mesoderm) in the EBs derived from m-bo-iPSCs (Figure 4H).

These data demonstrate that the m-bo-iPSCs possess the differentiation capacity to all three germ layers.

## 4 Discussion

Recently, the utilization of iPSCs in conservation efforts for endangered species has gained momentum, exemplified by studies on the Northern white rhinoceros (Zywitza et al., 2022), avian species (Katayama et al., 2022), and Grevy’s zebra (Endo et al., 2022). The derivation of orangutan iPSCs has also been reported but thus far been limited to a single species of *Pongo* genus, *Pongo abelii* (also known as Sumatran orangutans) (Ramaswamy et al., 2015; Geuder and Lucas, 2021). In this work, we report the successful generation of o-iPSCs from another species of *Pongo* genus, the *Pongo pygmaeus* (generally acknowledged as Bornean orangutan). Our work demonstrates the feasibility of adapting the iPSC technology for the preservation of Bornean orangutan genetics.

The o-iPSCs obtained from Bornean orangutans can be cultured extensively, surpassing 30 passages while still maintaining pluripotency and chromosomal integrity. These bo-iPSCs may be used for somatic cell nuclear transfer (SCNT), differentiation into gametes (i.e., oocytes or sperm), or for PSC cell-based embryo injections upon technology maturation, to produce Bornean orangutan offspring. Thus, our work expands the repertoire of orangutan iPSCs and represents the first step towards a tangible Bornean orangutan preservation strategy by advanced biotechnology.

The current work sheds light on the pluripotency regulation in primate pluripotent stem cells. We adapted the bo-iPSCs in a naive-state-promoting culture condition m4i/L/A through promoting the WNT pathway. The derivative m-bo-iPSCs displayed characteristic traits of akin to the human naive PSCs at both the cellular and molecular levels (Nichols and Smith, 2009; Smith, 2017; Pera and Rossant, 2021). Further, we demonstrated that the female m-bo-iPSCs displayed X chromosome reactivation, as indicated by the bi-allelic expression of an X-linked gene *HUWE1*, a key indication of the naive status of these cells based on knowledge gained from human PSCs (Sahakyan et al., 2017; Vallot et al., 2017). Our work thus suggests key roles of the WNT pathway in primate PSCs’ naive pluripotency. From the practical point of view, the m-bo-iPSCs may serve better than the o-iPSCs for animal preservation purposes. Due to the differences in primordial germ cells (PGC) specification across species (Ginsburg, Snow, and McLaren, 1990; Sasaki et al., 2016; Kobayashi et al., 2017), whether the evidence from experimental models in different species fits in orangutans’ PGC specification remains unclear (Ohinata et al., 2009; Hayashi et al., 2011; Sasaki et al., 2015; Seita et al., 2023). Deriving the PGC-like cells (PGCLCs) from m-bo-iPSCs will highlight the further specific application in species preservation and broaden the knowledge of PGC specification across species.

In conclusion, our study has successfully generated Bornean orangutan iPSCs, thereby increasing the species diversity in the repertoire of orangutan iPSCs. We found that the m4i/L/A culture system promoted bo-iPSCs towards the naive pluripotency state through the activation of the WNT pathway. These findings contribute to the application of advanced biotechnology in preserving endangered species and shed light on the pluripotency regulation in primate species.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Generation of induced pluripotent stem cells from Bornean orangutans
**Source:** Front Cell Dev Biol. 2024 Jan 5;11:1331584. doi: 10.3389/fcell.2023.1331584
**Supplement:** Supplementary file 3

Supplementary Material

**
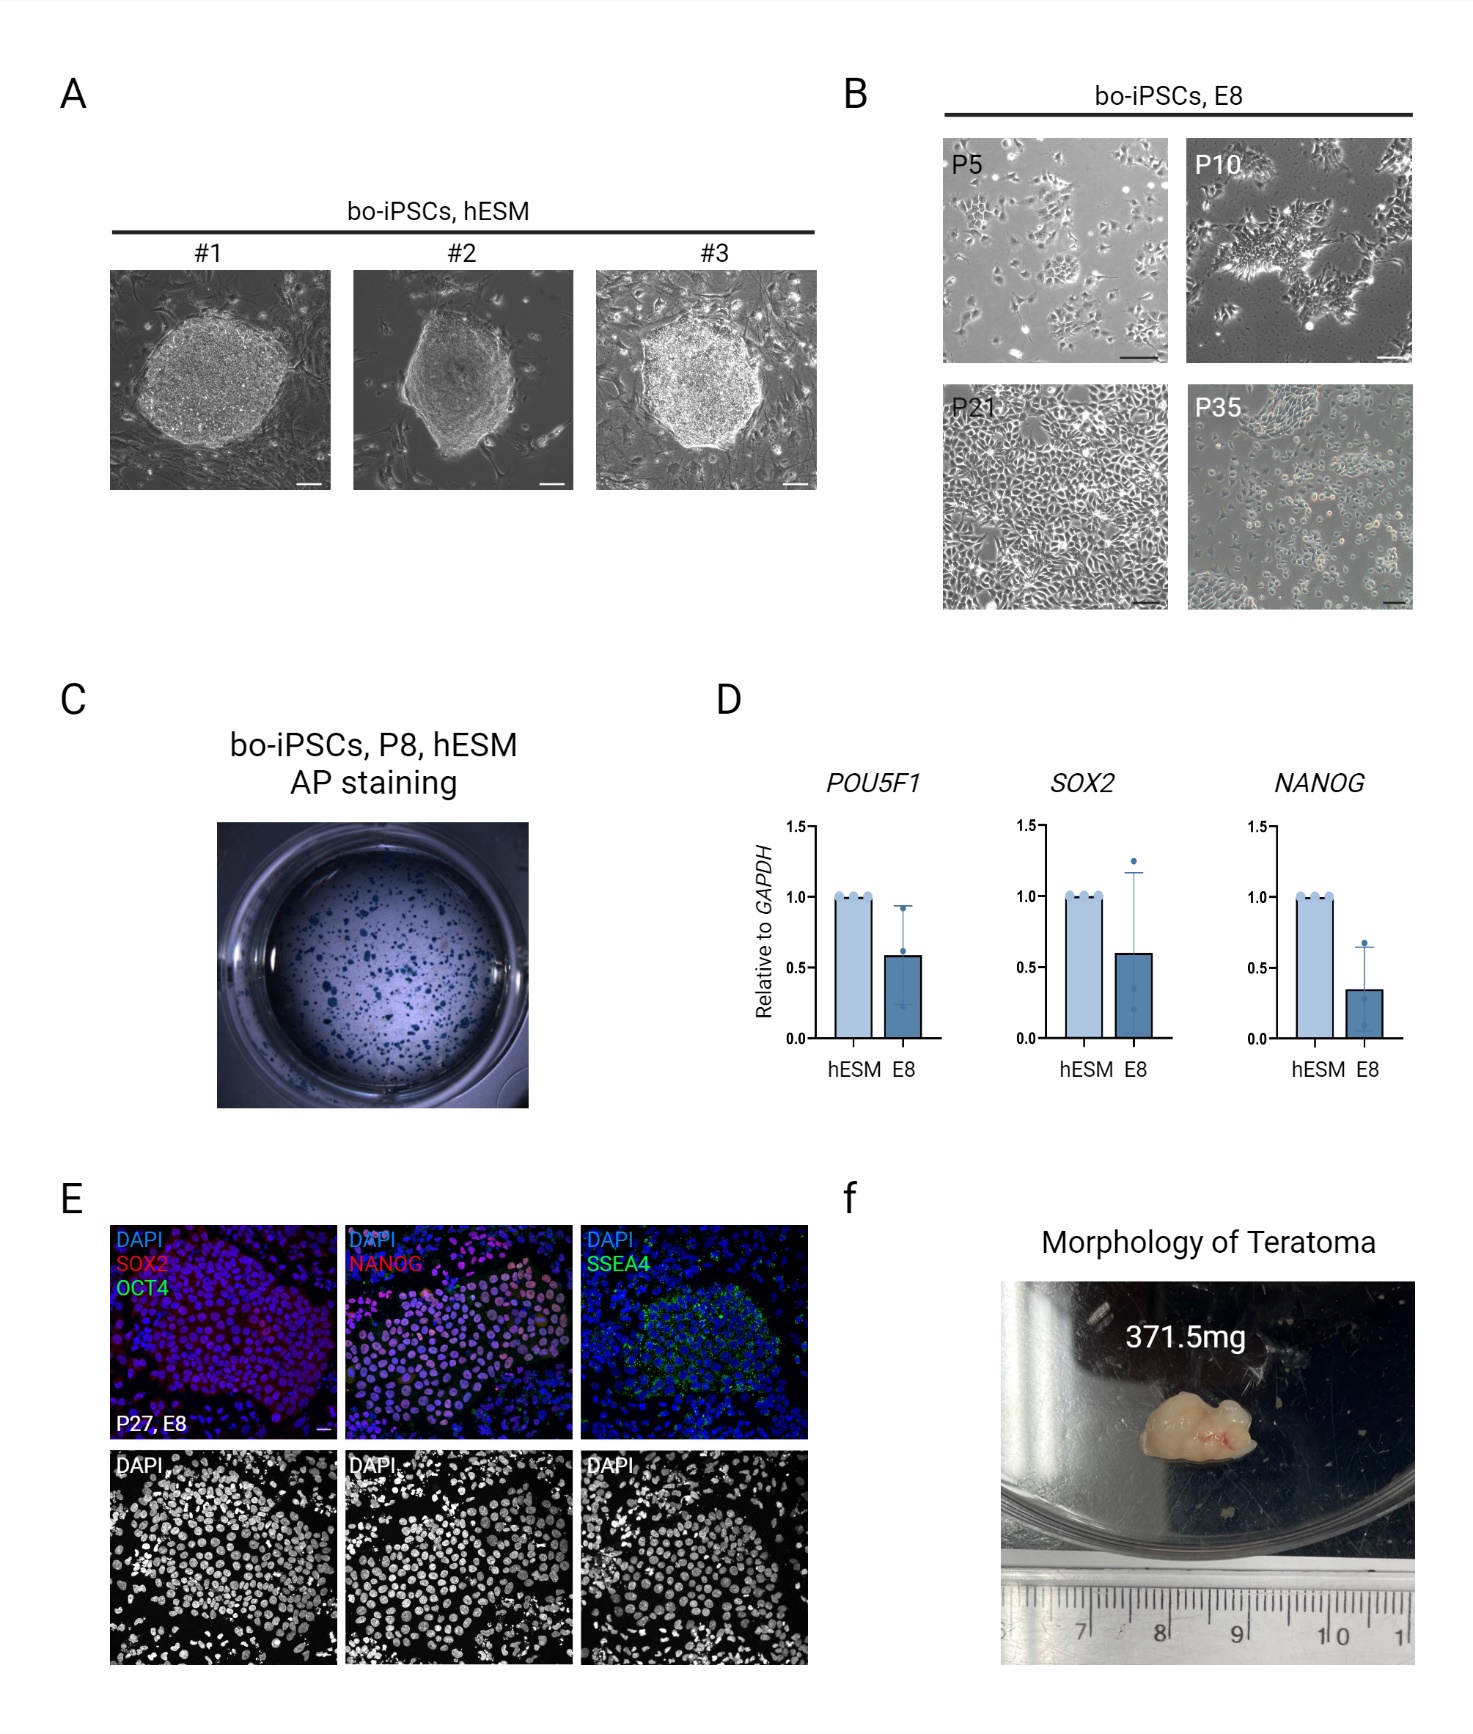
**

**Supplementary FIGURE 1. Three Bornean orangutan induced pluripotent stem cell lines, related to Figure 1. (A)** Representative phase contrast images of three bo-iPSC colonies. Scale bar=100 μm. **(B)** Alkaline phosphatase (AP) staining image of bo-iPSCs culture in hESM (passage 8) showing positive AP activity of o-iPSCs. **(C)** Representative phase contrast images of E8-cultured bo-iPSC colonies for long-term *in vitro* maintenance. Scale bar, 200 μm. **(D)** qRT-PCR analysis reveals no significant differences in the expression levels of core pluripotent genes, POU5F1, SOX2, and NANOG, between hESM-cultured and E8-cultured bo-iPSCs. **(E)** Representative immunofluorescence images (upper panel) of bo-iPSCs cultured under E8. Red indicates SOX2 and NANOG; green indicates OCT4 and SSEA4; blue indicates DAPI. The lower panel displays the DAPI staining in an 8-bit format. Scar bar, 25 μm. **(F)** The appearance of teratoma derived from intramuscularly injecting the E8-cultured bo-iPSCs into BALB/c Nu mice.

**
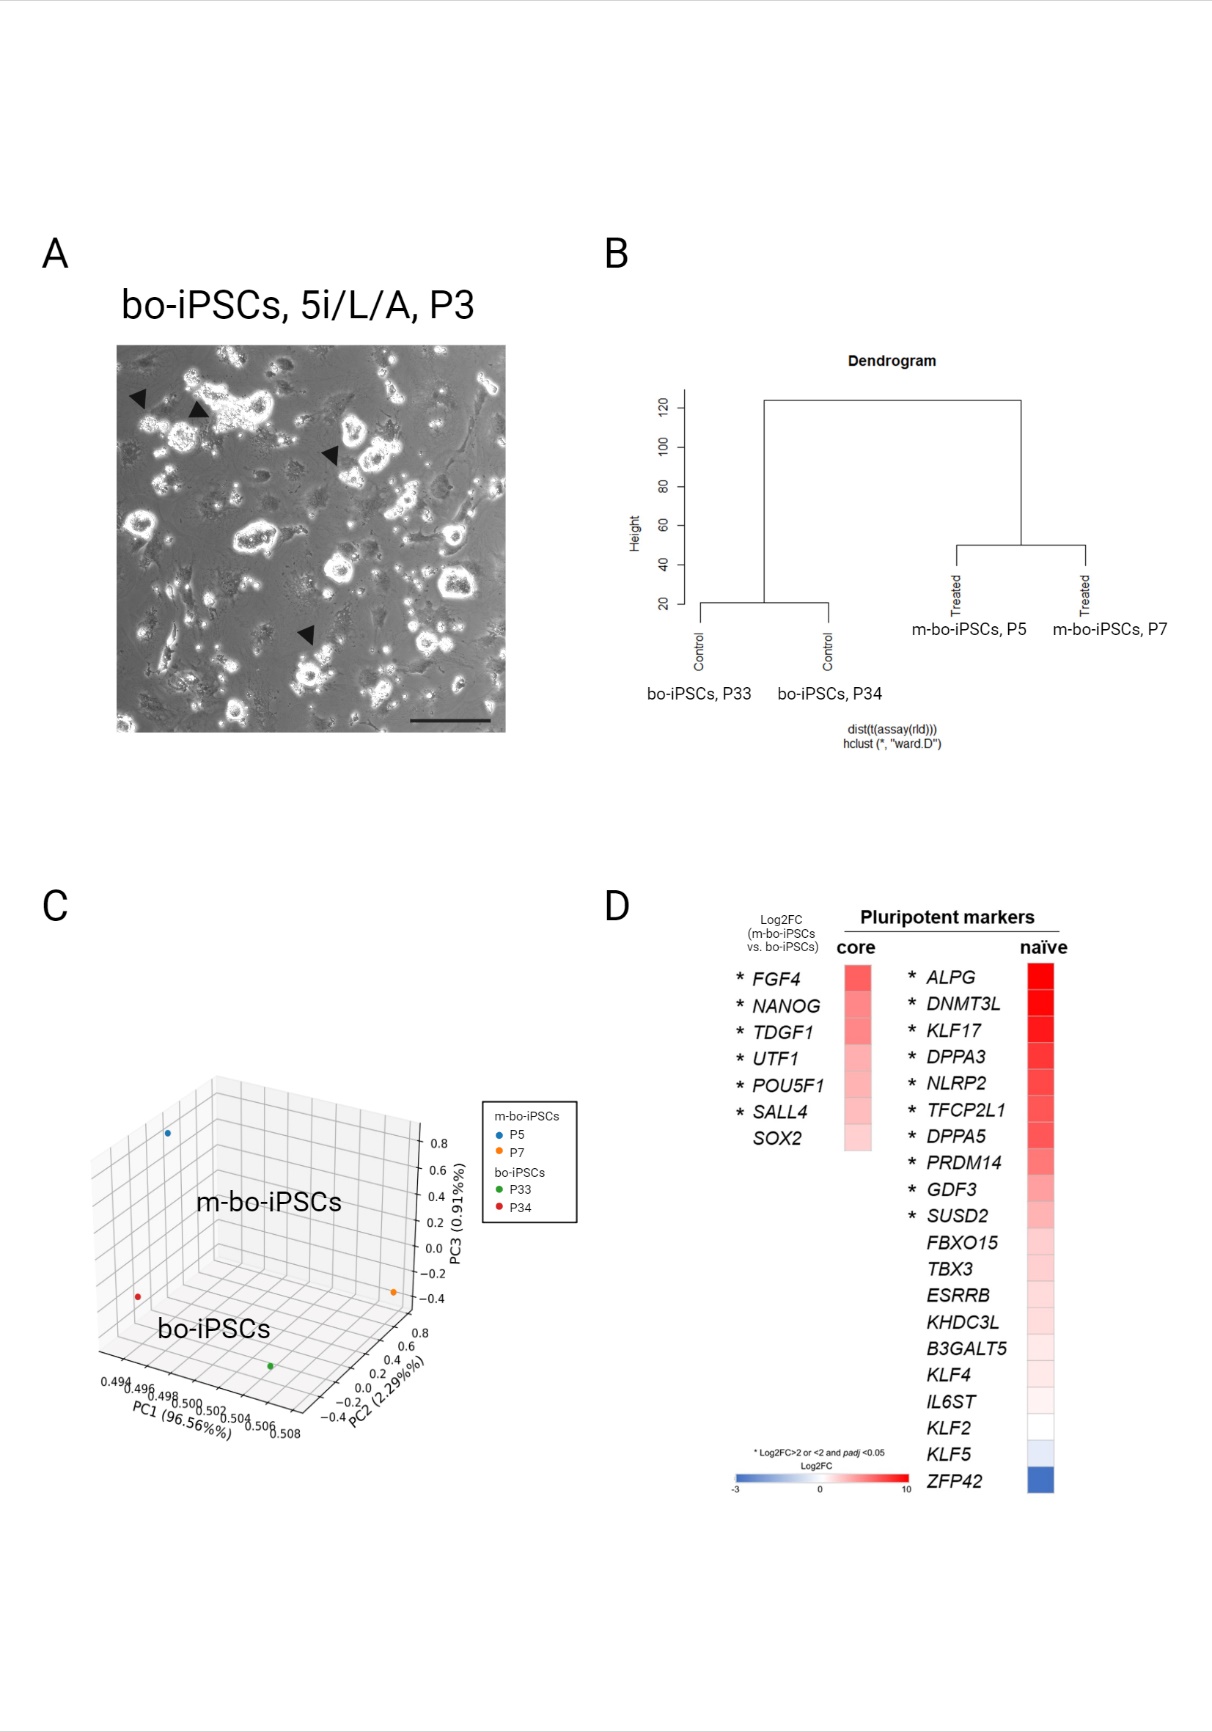
**

**Supplementary FIGURE 2. The morphology of bo-iPSCs cultured in 5i/L/A and RNA-seq data of bo-iPSCs and m-bo-iPSCs, related to Figure 3. (A)** Representative bright-field images illustrating the bo-iPSCs apoptotic colony morphology during media adaptation from E8 to 5i/L/A. Black arrowhead indicating the apoptotic colony. Scale bars, 200 μm. **(B)** Unsupervised hierarchical clustering analysis reveals distinct bulk RNA-sequencing results in the bo-iPSCs and m-bo-iPSCs samples, leading to the formation of two distinct clusters. Biological replicates, n = 2. **(C)** PCA plot of bulk RNA-seq data from bo-iPSCs and m-bo-iPSCs samples. **(D)** Heatmap illustrating the Log2 fold change (Log2FC) between bo-iPSCs and m-bo-iPSCs, highlighting the differential expression of core and naive pluripotent markers as determined by bulk RNA-seq analysis.

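After the rlog transformation of the counts of all 31285 genes, Ward clustering joined the bo-iPSC replicates at a height of 19.8 and the m-bo-iPSC replicates at 47.5, and joined the groups at 117. The rlog distances between libraries of different groups ran from 71.0 to 80.0, each larger than both distances within groups. From the clustering and the PCA, the paper concludes that m-bo-iPSCs differ from bo-iPSCs in transcription.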

How the deposited data were processed for this re-analysis (not part of the article)

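Bulk RNA-seq of 2 m-bo-iPSC libraries (passage 5 and passage 7) and 2 bo-iPSC libraries (passage 33 and passage 34) was analysed. According to the submitters' processing notes, the authors used FastQC 0.11.9, MultiQC 1.13, Trimmomatic 0.39 and STAR 2.7.10b, with the Susie_PABv2 genome and annotation of the Sumatran orangutan, and the header of the deposited table names featureCounts 2.0.1. The authors deposited raw counts of read pairs per gene, counted over exons without strand, so reads of overlapping genes on opposite strands are not told apart, and pairs that map to several places or overlap several genes are left out. Genes with near-identical copies can therefore be undercounted. The table holds 31285 genes and 6 library columns. For 2 columns the name matched no sample, and these were not used in any step.

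From the counts, edgeR 4.0.16 in R 4.3.3 was used with filterByExpr, TMM normalization and the quasi-likelihood F-test, with Benjamini-Hochberg adjustment and a threshold of 0.05, with genes higher and lower counted separately. The standard error of a log2FC was derived from the F statistic, and with 2 libraries per group it is approximate. It can be too small for genes near 0 counts in a group. For ENSPPYG00000004251 it was 0.49, while the fitted log2FC was -9.42 without m-bo-iPSC replicate 1 and -13.88 without m-bo-iPSC replicate 2. Counts at the study's thresholds used an unadjusted p under 0.05 with an absolute log2FC over 2, as in the methods, or over 1, as in the legend of Figure 3B. Chromosomes with at least 100 tested genes were tested by fry and camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one. Clustering and PCA used log2 CPM with a prior count of 2. DESeq2 1.42.0 was used as an alternative and for the rlog transformation. Neighbouring genes called in the same direction were counted and compared with 10000 shuffles of the calls among genes in 20 bins of expression level.

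The edgeR steps were tested on simulated counts of m-bo-iPSC against bo-iPSC for 15409 genes, of which 200 were changed. The test recovered 8 of 69 genes changed 2-fold, 47 of 70 changed 4-fold and 50 of 61 changed 8-fold, and of its 111 calls 6 were false. A simulated shift of 0.3 (log2) on a single chromosome gave a median log2FC of 0.28 and was called by camera, with 0 other chromosomes called. Smaller shifts, such as the median of 0.10 on chromosome 19, were not simulated, so whether they would be found was not tested. For the count of neighbours over 15088 genes, calls placed at random gave 0.988 times the expected number and calls with 40 planted blocks gave 1.74 times.

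The samples, tests, alternatives, gene lists and the rule for named genes were fixed before the data were examined, whereas the counts of neighbouring genes, windows and matched sets and the comparison of passages were added after. That rule took the genes of the largest log2FC with an adjusted p under 0.05, a mean of at least 5 CPM and both m-bo-iPSC libraries on the same side of both bo-iPSC libraries, among genes with a symbol. The files used here do not pair IDs with names, and 0 IDs matched the reference table used here, so the condition on symbols was dropped and 2 IDs were printed per direction. The 41 gene lists, HUWE1 and the genes that the paper names were not analysed here for this reason. A fold against a group at 0 is a lower bound against 3 counts over the group. Alternatives were DESeq2, RLE and upper-quartile factors, other filters on low counts, the replicate number as a block, stricter thresholds, leaving out each library, and for clustering rlog, the 500 genes of highest variance and a prior count of 0.5. The total counts ran from 10981048 to 35848967, so 3 counts correspond to between 0.0837 and 0.273 CPM. Reads from the feeder cells of m-bo-iPSCs were not separated.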

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

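The tests of reads across neighbours, of the expression level of neighbours and of the expression level of chromosome 19 were set before their results were seen, and the tests of a regional doubling of copies and of an extra copy of chromosome 19 were chosen after.

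Genes that the paper does not report by position were above their bo-iPSC level in neighbouring groups. Pairs were counted on the calls over all libraries, and the count was not repeated under the alternatives or with a library left out. In 235 pairs of neighbouring tested genes both were upregulated, against 110.5 expected and at most 148 in a permutation test of 10000 shuffles among genes of similar expression level (2.13 times the expected number, p = 1.00e-04, the smallest the shuffles can give), which argues against a similar expression level of neighbours as the cause. Reads counted across neighbouring genes are also argued against, since pairs over 50 kb apart were at 2.43 times the expected number. A regional doubling of copies gives a log2FC of 1 at most. Genes whose log2FC had a 95% interval (normal, from its standard error) above 1 were counted apart. These alone formed 150 of the pairs, 2.40 times the expected number and above every shuffle (at most 90). The grouping was therefore not confined to genes near a doubling. These genes were chosen by the very size that a doubling forbids, so their pairs cannot decide whether a doubling had a part in it. The 402 genes of all pairs had a median log2FC of 2.70 with a lower quartile of 1.61. These sizes cannot decide on a doubling, because the calls select large changes. Of the paired genes 91.5% were over 2-fold, against 90.9% of all upregulated genes (exact binomial test, p = 0.73). The other upregulated genes formed 19 pairs (2.75 times the expected number, at most 18 in a shuffle, median log2FC 1.09). A doubling stays open for them too. Their size does not speak for it, because the split removed the genes whose interval lay above 1. That interval is approximate, so the split is too. The 66 pairs of a gene of each kind were not tested. An effect of the culture medium on the expression of neighbouring genes together was not tested and remains open. So do a gain to more than double the copies or on top of another change, and reads shared between similar neighbouring genes. Reads from the feeder cells of m-bo-iPSCs also remain open. This list of causes is not complete, and its order is no ranking.

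For downregulated genes there were 139 pairs against 58.6 expected (2.37 times the expected number, at most 87 in a shuffle). The grouping was therefore not confined to upregulated genes, and the cause for downregulated genes was not tested. Runs of at least 5 upregulated genes, besides those on chromosomes 12 and 17, lay on chromosome 7 from 46361844 to 46856941 (7 genes, median log2FC 3.53), on chromosome 19 from 6392203 to 6685989 (6 genes, 2.71), from 50708307 to 50920464 (5 genes, 2.49) and from 51362223 to 51656289 (5 genes, 1.29), on chromosome 15 from 5260863 to 5316069 (5 genes, 2.14) and on chromosome 2B from 62206537 to 62255931 (5 genes, 2.75).

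On chromosome 19, 128 of 1043 genes were upregulated, a chromosome picked after the values of all 24 were seen, and its shift did not pass the set tests after adjustment. Its median log2FC exceeded that of the other autosomes by 0.11 over all libraries, by 0.145 without m-bo-iPSC replicate 2 and by 0.138 without bo-iPSC replicate 2, each of which passed camera's preranked test before adjustment for the number of chromosomes, and by 0.07 without bo-iPSC replicate 1, 0.08 without m-bo-iPSC replicate 1 and 0.04 over genes with a mean of at least 5 CPM, none of which passed it. An extra copy of the whole chromosome in all cells is argued against, since 45% of its 20 windows of 50 genes had a median log2FC at or below 0. The window medians ran from -0.17 to 0.94. An extra copy in a part of the cells gives a smaller shift, was not tested and remains open. The paper reports that not all bo-iPSCs assessed had normal chromosome numbers. Random sets of genes matched on expression level held 93.3 upregulated genes on average and 128 at most in 10000 sets (permutation test, one-sided, p = 2.00e-04). The bound set beforehand was the range of these sets, which 128 just reaches, so the expression level of its genes stays open, and the sets take genes as independent, which neighbouring genes are not.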

How the results depend on the processing

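Thinning to the smallest total, DESeq2 on all genes, DESeq2 with a library left out, and PCA with genes as observations were chosen after seeing the data. Under DESeq2, RLE, upper-quartile factors, both filters and thinning, the counts at an adjusted p under 0.05 ran from 978 to 1839 higher and from 686 to 1353 lower, and no gene called in both was called in opposite directions. With an adjusted p under 0.01 there were 344 higher and 231 lower genes, and with an absolute log2FC over 2 there were 797 and 426, since these thresholds are stricter. Leaving out each library, with the lone sample assumed to vary like the other group, gave from 0 to 2580 higher and from 0 to 2591 lower genes with edgeR, the 0 without either bo-iPSC library. DESeq2 gave from 710 to 1779 higher and from 407 to 1924 lower, with 725 higher without bo-iPSC replicate 2 and 441 lower without bo-iPSC replicate 1. Without a bo-iPSC library the wider pair set the spread. With at least 10 counts in every library, which removes genes silent in a group, 550 upregulated and 239 downregulated genes had an absolute log2FC over 2 at an unadjusted p under 0.05, and 727 downregulated genes had one over 1.

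With the replicate number as a block there were 997 higher and 681 lower genes. The numbers stand for different passages, and same-numbered deviations correlated at -0.087, so they were not taken as pairs. The X chromosome's difference from the autosomes of 0.02 became -0.015 with no filter, -0.0065 with DESeq2 on all genes, -0.022 without m-bo-iPSC replicate 2, -9.87e-04 without bo-iPSC replicate 2 and 0.0455 without m-bo-iPSC replicate 1. Its unadjusted p stayed above 0.05 under every alternative. Chromosome 19's difference from the other autosomes also passed camera's preranked test before adjustment with RLE (0.112), upper-quartile factors (0.111), at least 10 counts in every library (0.0910), the replicate block (0.109) and thinning (0.0889), and did not pass it with DESeq2 (0.102), DESeq2 on all genes (0.124) or no filter (0.124). The share of PC1 was 79.8% with rlog, 89.6% with 500 genes, 80.4% with a prior count of 0.5, 81.0% thinned, and 94.3% and 99.8% with genes as observations on log2 CPM and rlog. PC2 held 17.2%, 9.10%, 15.2%, 14.4%, 4.60% and 0.184%, and PC3 3.05%, 1.31%, 4.46%, 4.55%, 0.879% and 0.0392%, in the same order. The ratio of the distance within m-bo-iPSCs to that within bo-iPSCs was 2.39, 2.75, 1.91 and 1.82 under the first 4 of these. The mean distance between groups was 1.65 times that within m-bo-iPSCs, and 2.16 times with 500 genes. Without either bo-iPSC library the 4 IDs lost their calls at adjusted p-values from 0.073 to 0.153 from edgeR, while their fitted log2FC stayed about as large (11.84 and 11.92 against 12.01 for ENSPPYG00000008894, and -10.93 and -10.83 against -10.92 for ENSPPYG00000004251), and they were not tested with at least 10 counts in every library. Alternatives for the gene lists, HUWE1 and the paper's named genes were not run for lack of names, and clustering without a library was not run, since a distance within a group needs both. The depth of m-bo-iPSC replicate 2 limits genes under about 0.273 CPM.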

Differences from the paper's values

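At an unadjusted p under 0.05 and a log2FC over 1, the thresholds in the legend of Figure 3B, edgeR gave 1852 upregulated and 1114 downregulated genes, where the paper's values are 1145 and 508. Of the alternatives set before the data were examined, the upregulated count falls within 1.5 times the paper's with at least 10 counts in every library (1310), without bo-iPSC replicate 1 (1326) and without bo-iPSC replicate 2 (1386), and the downregulated count with at least 10 counts in every library (727), while DESeq2 on the tested genes (1722 and 999), RLE, upper-quartile factors, no filter, the replicate block and leaving out either m-bo-iPSC replicate do not. At an absolute log2FC over 2, the threshold in the paper's methods, edgeR gave 1049 and 520 genes. DESeq2 on all 31285 genes, the paper's tool, gave 1145 and 508 at that threshold, equal to the paper's values, and 1854 and 1041 at a log2FC over 1. In this fit the paper's counts in both directions match the threshold in its methods and not that in the legend of Figure 3B. The difference at a log2FC over 1 therefore goes with the threshold printed in the legend. This fit was chosen after seeing the values, and how many of the paper's own called genes it drops was not tested, since IDs were not paired with names here.

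PC2 and PC3 held 15.4% and 4.06% of the variance, where the paper's values are about 2.3% and about 0.91% in Supplementary Figure S2C, read by eye. Of the alternatives set before the data were examined, rlog (17.2% and 3.05%) and a prior count of 0.5 (15.2% and 4.46%) also differ from these, and with the 500 genes of highest variance PC2 differs (9.10%) and PC3 does not (1.31%). With genes as observations on log2 CPM, chosen after seeing the values, PC3 was 0.879% and PC2 4.60%. PC1 held 80.5% of the variance, where the paper's value is about 97%, read by eye from the same figure. Under the alternatives set before the data were examined PC1 held at most 89.6%. With genes as observations it held 94.3% on log2 CPM and 99.8% on rlog.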

Other observations

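The tests of depth and of trends between libraries were set before their results were seen, and the test on passages was chosen after. The m-bo-iPSC libraries lay 2.00 times as far apart as the bo-iPSC libraries. After all libraries were thinned to the smallest total the ratio was 1.82, which argues against the lower depth of m-bo-iPSC replicate 2 as the whole cause, and after smooth trends with gene length, gene density and expression level were removed it was 1.99, which argues against these trends. Further change from passage 5 to passage 7 is a hypothesis that stays open and cannot be told apart from a difference between single libraries: of 2347 genes higher with passage 5 alone, 41.4% lay farther out at passage 7, and of 1620 lower genes 60.7% did, while selection at passage 5 by itself lowers both shares.

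In m-bo-iPSCs, 23 genes had at least 10 counts in both libraries and 0 in both bo-iPSC libraries, and 26 genes showed the reverse. Mitochondrial genes took 1.13% and 1.21% of the counts in m-bo-iPSCs and 1.29% and 1.04% in bo-iPSCs. The 10 most abundant genes took 4.49% and 4.32% in m-bo-iPSCs and 4.96% and 5.20% in bo-iPSCs.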
